# CCR6 and CXCR6 Identify the Th17 Cells With Cytotoxicity in Experimental Autoimmune Encephalomyelitis

**DOI:** 10.3389/fimmu.2022.819224

**Published:** 2022-02-01

**Authors:** Lifei Hou, Koichi Yuki

**Keywords:** CXCR6, CCR6, Th17, cytotoxicity, EAE, Multiple Sclerosis

## Abstract

Due to the plasticity of IL-17-producing CD4 T cells (Th17 cells), a long-standing challenge in studying Th17-driven autoimmune is the lack of specific surface marker to identify the pathogenic Th17 cells *in vivo*. Recently, we discovered that pathogenic CD4 T cells were CXCR6 positive in experimental autoimmune encephalomyelitis (EAE), a commonly used Th17-driven autoimmune model. Herein, we further revealed that peripheral CXCR6^+^CD4 T cells contain a functionally distinct subpopulation, which is CCR6 positive and enriched for conventional Th17 molecules (IL-23R and RORγt) and cytotoxic signatures. Additionally, spinal cord-infiltrating CD4 T cells were highly cytotoxic by expressing Granzyme(s) along with IFNγ and GM-CSF. Collectively, this study suggested that peripheral CCR6^+^CXCR6^+^CD4 T cells were Th17 cells with cytotoxic property in EAE model, and highlighted the cytotoxic granzymes for EAE pathology.

## Introduction

Multiple sclerosis (MS) is a devastating autoimmune disease with progressive neurological dysfunction due to demyelination of the central nerve system (CNS) (1). EAE is the most commonly used murine MS model and driven by self-reactive CD4 T cells (CD4 cells thereafter) (1). The disease-inducing CD4 cells were initially thought to be Th1 cells, but later were described as Th17 cells (2, 3). Indeed, Th17 cells themselves are not pathogenic (4), but are converted, under the priming of myeloid cell-derived IL-1 and IL-23 (5–7), into pathogenic CD4 cells, which lose IL-17-producing ability and alternatively produce IFNγ and GM-CSF (8–12). Despite their cytokine profiles, little else is known about the pathogenic CD4 cells, mainly due to the lack of specific marker to precisely identify them *in vivo*.

We previously found SerpinB1 (sb1, Serine Protease Inhibitor B1), an endogenous protease inhibitor (13), to be a signature gene of IL-17-producing γδ T cells (14) and Th17 cells (15). Subsequent studies showed that *sb1-ko* mice were resistant to EAE with a paucity of CXCR6^+^CD4 cells (16), which were highly enriched in the spinal cord, secreted inflammatory cytokine IFNγ and GM-CSF, contained cytotoxic Granzyme-C, and proliferated rapidly (16). Depleting CXCR6^+^CD4 cells by anti-CXCR6 antibody dramatically ameliorated established EAE, confirming the CXCR6^+^CD4 cells as the driver of EAE pathology (16). In this study, we further characterized CXCR6^+^CD4 cells.

## Material and Method

### Mice

*Wild type* C57BL/6J mice (*wild type*, *wt*) were originally purchased from the Jackson laboratory and maintained in an animal facility at the Boston Children’s Hospital. Animal protocols were approved by the Institutional Animal Care and Use Committee of Boston Children’s Hospital. EAE model induction, flow cytometry, cell sorting, q-PCR analysis, cell counting, and RNA sequencing were performed as previously described (16). In brief, to induce EAE, *wt* mice in the C57BL/6J background were injected with MOG_35–55_ emulsified with complete Freund’s adjuvant followed by 200 ng pertussis toxin on days 0 and 2.

### RNAseq Analysis

CD4 effector cells (CD44^+^CD4) were sort-purified from pooled draining lymph node (dLN) cells and spinal cords of MOG-immunized *wt* mice by FACSAria system at the disease onset. The cells were stimulated for 4 h with PMA (50 ng/ml) and ionomycin (750 ng/ml) (Sigma-Aldrich), and RNA was purified using QIAGEN RNeasy Plus Mini kits and quantified by optical density at 260/280/230 nm. TruSeq RNA V2 kits were used to construct transcript-specific libraries that were sequenced on Illumina HiSeq2500. The resulting 4.5 Gb/genotype of raw data was trimmed, and 20 million reads were mapped. Genes that had expression levels (FPKM) ≥1.0 were analyzed for differential expression (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192878)

### Reverse Transcription and qPCR Analysis

CCR6^+^CXCR6^-^CD44^+^CD4, CCR6^+^CXCR6^+^CD44^+^CD4, CCR6^-^CXCR6^+^CD44^+^CD4 were sort-purified from pooled lymph node cells of MOG-immunized *wt* mice by FACSAria system at disease onset. RNA was isolated using RNeasy Plus kits (74134, Qiagen) according to the manufacturer**’**s protocol and reverse-transcribed using the iScript**™** cDNA Synthesis kit (Bio-Rad). The qPCR assays were performed on the CFX96**™** Real-Time System (Bio-Rad) with the iTaq**™** Universal SYBR Green Supermix (Bio-Rad) using 30 s denaturation at 95**°**C and 40 cycles of 5 s at 95**°**C and 30 s at 61**°**C using the primers. Relative expression level for each gene was calculated by using the ^ΔΔ^Ct method and normalizing to *Actb.*

### Flow Cytometry

Cells were stained with fluorochrome-conjugated antibodies to surface markers. Fluorochrome-conjugated antibodies were from Biolegend: FITC- or PE-Cy7-anti-mCD3 (145-2C11), Pacific blue- or PE-anti-mCD45 (30-F11), Pacific blue- or PE-Cy7- or APC- anti-mCD4 (GK1.5), PE-anti-mIL1R1 (JAMA-147), FITC-anti-mCD44 (IM7), APC-anti-mCXCR6 (SA051D1), APC- or PE-Cy7-anti-mCCR6 (29-2L17). From R&D system: PE-anti-mIL-23R (753317). Data were acquired on a Canto II cytometer (BD Biosciences) and analyzed using FlowJo software (Tree Star). Cell counting was achieved by using AccuCount beads (Spherotech).

### CyTOF Assay

After red blood cell lysis, both draining lymph node cells and peripheral blood cells were stimulated for 4 h with PMA (50 ng/ml) and ionomycin (750 ng/ml) (Sigma-Aldrich) in the presence of Brefeldin A. Cells were then collected and resuspended in cell staining buffer (Fluidigm; San Francisco, CA). After centrifugation, Fc receptor blocking reagent (clone 93, Biolegend) was used at a 1:100 dilution in for 10 min, followed by incubation with metal conjugated surface antibodies for 30 min. Then the cells were fixed and permeabilized by using fixation/permeabilization reagents (BD Bioscience). The permeabilization buffer was made by diluting the 10× stock solution (51-2091, BD Biosciences) in UltraPure distilled water (Invitrogen). All antibodies were purchased from the CyTOF core facility at Brigham and Women’s Hospital. DNA was labeled with iridium intercalator solution (Fluidigm). Samples were subsequently washed and reconstituted in Milli-Q filtered distilled water in the presence of EQ Four Element Calibration beads (Fluidigm, catalog 201078). Samples were acquired on a Helios CyTOF Mass Cytometer (Fluidigm) at Cellular Profiling Core Facility (School of Public Health, Harvard Medical School, Boston, MA, USA); Data were analyzed by using spanning-tree progression analysis of density-normalized events (SPADE) and vi stochastic neighbor embedding (SNE) on Cytobank software.

### Statistical Analysis

Statistical analyses were performed using Prism 4 (Graphpad Software). Student’s *t*-test was used. P-values <0.05 were considered significant.

## Results

We immunized the wild type (wt) mice with MOG to induce EAE and monitored the CXCR6^+^CD4 cells in the blood. Results showed that CXCR6^+^CD4 cells did not exist in naïve *wt* mice, but were dramatically induced in the blood with EAE induction (**Figures 1A, B**). Although CXCR6^+^CD4 cells dramatically accumulated in the peripheral blood of EAE mice, *Cxcr6-ko* and *wt* mice developed comparable EAE symptom (17), suggesting that CXCR6 might only serve as a marker and be dispensable for CD4 cell chemotaxis in EAE. Since CCR6 has been well established as a chemokine receptor preferentially expressed on conventional Th17 cells (18), especially the one generated *in vitro*, we then co-stained the CCR6 and CXCR6 on draining lymph node (dLN)-derived CD4 cells at EAE onset. Strikingly, we found CXCR6^+^CD4 cells could be divided into two subpopulations: CCR6 positive and CCR6 negative ones (**Figure 1C**). We then sorted out the CCR6^+^CXCR6^-^ (as control), CCR6^+^CXCR6^+^, and CCR6^-^CXCR6^+^ effector CD4 cells from dLN at EAE onset. Q-PCR experiment showed that CCR6^+^CXCR6^+^ effector CD4 cells majorly expressed conventional Th17 signatures including *Il23r*, *Il17a* and *Rorc*, while CCR6^−^CXCR6^+^ ones majorly expressed *Ifng* and *Csf2* (encoding GM-CSF), a typical ex-Th17 phenotype (**Figure 1D**). Flow cytometry analysis further confirmed that IL-23R and IL-1R were exclusively expressed on CCR6^+^CXCR6^+^CD4 cells (**Figure 1E**).

**Figure 1:**
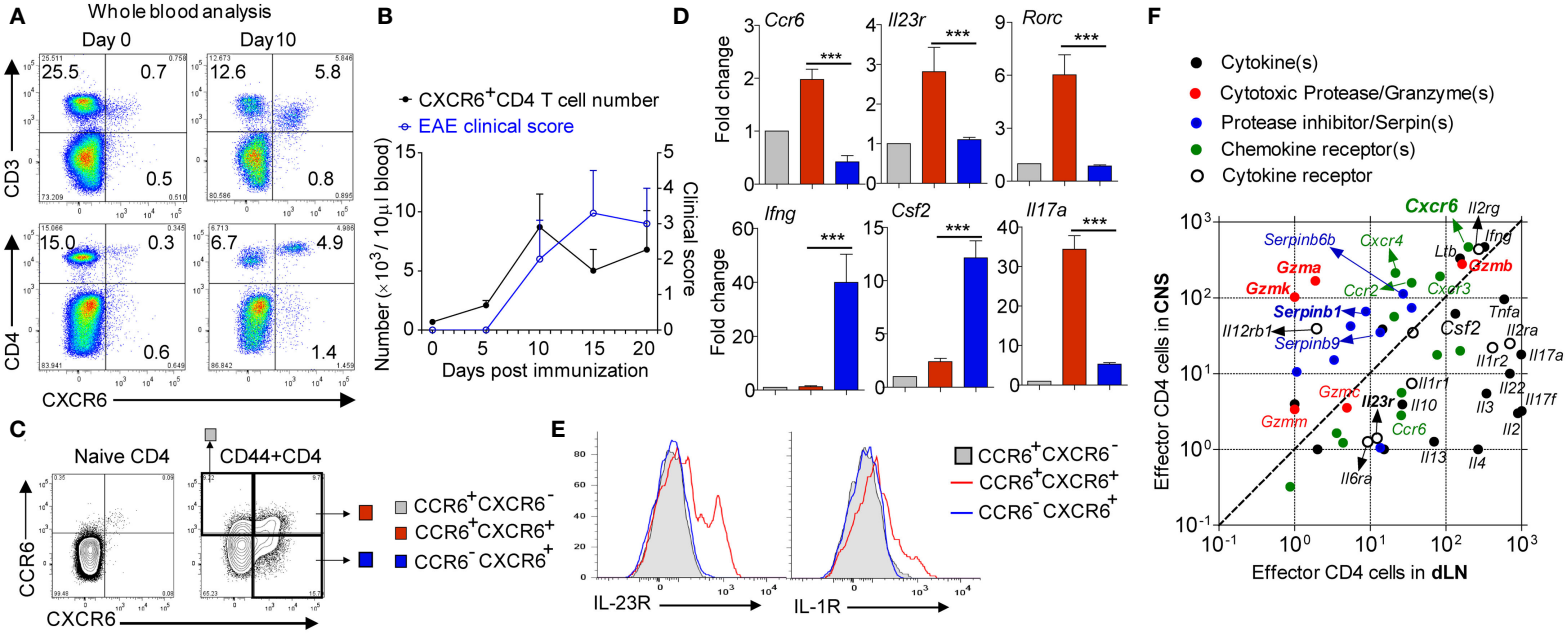
CXCR6+CD4 cells in EAE. **(A)** Representative FACS data gating on blood leukocyte. **(B)** Cell number. N = 4 in each time points. **(C)** Gating strategy for FACS sorting or analysis of CD4 cells in dLN at EAE onset. **(D)** Relative gene expression of CCR6+CXCR6−, CCR6+CXCR6+and CCR6−CXCR6+ effector CD4 cells; CCR6+CXCR6− was used as control. Data are mean ± SEM of 3 independent experiments. ***p <0.001. **(E)** Representative FACS data showing IL23R and IL1R expression on CD4 cells in dLN at EAE onset. **(F)** Effector CD4 cells were isolated from both dLN and spinal cord at EAE onset, and subjected to bulk RNAseq. Data are presented by FMPK.

A long-standing difficulty in treating autoimmune disease, such as MS, is the lack of understanding of inflammatory tissue-infiltrating CD4 cells. Given that most of CNS-infiltrating CD4 cells are CXCR6 positive, we compared the transcriptome profile between CNS-infiltrating CD4 cells and peripheral effector CD4 cells in EAE. 

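Effector CD4 cells (CD44+CD4) were sorted at EAE onset from the spinal cord (CNS) and from pooled draining lymph nodes (dLN) of MOG-immunized wild type mice. EAE is a mouse model of MS in which immunization with a myelin peptide brings CD4 cells into the CNS. The Methods state that the sorted cells were stimulated for 4 h with PMA at 50 ng/ml and ionomycin at 750 ng/ml. The sample labels instead describe freshly sorted cells and name no stimulation. There were 2 libraries per tissue, made with TruSeq RNA kits and sequenced on an Illumina HiSeq instrument. The authors deposited 1 table per tissue with the FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) of 33819 RefSeq transcripts of mouse build mm10. The paper's text names neither the aligner nor the program that computed FPKM. Counts of fragments were not used here, but low FPKM values fell on whole multiples of the value of 1 fragment in 89.0% to 92.7% of cases, where chance gives 10%. From these steps the depth was estimated at 20.8 M fragments for CNS replicate 1, 21.5 M for CNS replicate 2, 18.3 M for dLN replicate 1 and 22.0 M for dLN replicate 2. The paper states 20 M mapped reads. FPKM times transcript length summed to between 0.932 M and 0.968 M in each of the 4 libraries, so each library had been scaled by its own total, and the tissues were compared across the 2 tables. FPKM was summed over the transcripts of each gene, and 10634 genes with a mean FPKM of at least 1 in at least one tissue were tested with limma on log2(FPKM + 1). Log2 ratios are CNS over dLN on that scale, which understates the change of low genes. Across these genes, log2 values of the replicates had a Pearson correlation of 0.976 in CNS and 0.986 in dLN, and 94.7% and 96.7% of the genes lay within a factor of 1.5. Genes are not independent replicates, and an exact permutation test of 2 libraries against 2 cannot go below p = 0.333 (two-sided). The tissues also differed in sex-linked transcripts. Y-linked Ddx3y was read at 12.7 and 11.2 FPKM in the CNS libraries and listed at 0 in both dLN libraries, while Xist was at 26.6 and 22.3 FPKM in dLN and at most 0.0026 FPKM in CNS. Of 60 coordinates read from the labelled points of Figure 1F, 51 lay within 10% of the replicate 1 value and 13 within 10% of the replicate 2 value. The paper does not state which library Figure 1F shows. Since most points lay near replicate 1, its values are given first, followed by both.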

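Between CNS and dLN effector CD4 cells, 7968 of the 10634 genes had a Benjamini-Hochberg adjusted p-value under 0.05 in limma, 4016 of them higher and 3952 lower in CNS. Of these, 4168 also differed at least 2-fold. Rescaling each library to the same sum moved the split most, to 3436 genes higher and 4523 lower, and shifted the median log2 ratio by -0.19. In 89.4% of the tested genes the 2 libraries of one tissue both lay above the 2 of the other, where chance gives 33.3%. Cxcr6 (Entrez gene 80901, chromosome 9, 123806477 to 123811754) was at 469 FPKM in CNS replicate 1 and 198 FPKM in dLN replicate 1. Over both replicates it was at 418 ± 72.1 FPKM (SD, n = 2) in CNS and 149 ± 70.1 FPKM (SD, n = 2) in dLN, a log2 ratio of 1.56 (standard error 0.35, limma adjusted p = 0.0115). Cxcr4 reached 213 FPKM in CNS and 21.5 FPKM in dLN in replicate 1, with a log2 ratio of 3.47 over both replicates. Cxcr3 and Ccr2 had log2 ratios of 1.09 and 2.27. The cytokine receptor genes moved both ways. Il2rg was higher in CNS (log2 ratio 0.67), whereas Il2ra (-2.65), Il1r1 (-1.84), Il1r2 (-4.59) and Il6ra (-2.06) were lower. Il12rb1 did not differ beyond the replicate spread (log2 ratio 0.18, limma adjusted p = 0.358). The point labelled Il12rb1 in Figure 1F lies near the replicate 1 values of Il12rb2 instead. Il12rb2 was higher in CNS (log2 ratio 3.98, limma adjusted p = 0.000135). Among genes with a mean of at least 10 FPKM in one tissue, the 10 with the largest rise in CNS were Hspa1b, Hspa1a, Snora30, Ccl5, Ly6c2, Plac8, Ctsw, Gzmk, Klf2 and Gzma. Ccl5 was at 1144 ± 177 FPKM (SD, n = 2) in CNS and 5.14 ± 1.18 FPKM (SD, n = 2) in dLN. The 10 with the largest fall were Snora64, Il17f, Il4, Il2, Tnfsf8, Pou2af1, Mmp13, Il22, Gm2663 and Il3. Hspa1a and Hspa1b are near-identical copies whose reads could be split between them, and Snora30 and Snora64 lie within Srcap and Rps2 in the annotation.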

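Il17a (Entrez gene 16171) lies on chromosome 1 from 20730905 to 20734496 and encodes the cytokine IL-17A. In replicate 1 it was at 17.9 FPKM in CNS effector CD4 cells and 988 FPKM in those from dLN. Over both replicates its FPKM was 26.7 ± 12.4 (SD, n = 2) in CNS and 854 ± 189 (SD, n = 2) in dLN, a log2 ratio of -5.01 (standard error 0.35, limma adjusted p = 0.000259). Ccr6 (Entrez gene 12458, chromosome 17, 8236043 to 8257129) encodes a chemokine receptor. Its replicate 1 values were 2.81 FPKM in CNS and 25.6 FPKM in dLN, and its log2 ratio over both replicates was -2.62 (standard error 0.12, limma adjusted p = 0.000102). Il23r (Entrez gene 209590, chromosome 6, 67422932 to 67491855) encodes a subunit of the IL-23 receptor. It was at 1.41 FPKM in CNS replicate 1 and 12.3 FPKM in dLN replicate 1, with a log2 ratio of -2.38 over both (standard error 0.10, limma adjusted p = 9.33e-05). For each of these genes, both CNS libraries lay below both dLN libraries. With each library left out in turn, the log2 ratio stayed between -5.48 and -4.53 for Il17a, between -2.71 and -2.52 for Ccr6 and between -2.42 and -2.34 for Il23r. Il17f had a log2 ratio of -8.00 and Il22 one of -5.71. A list of 12 conventional Th17 genes had a median log2 ratio of -2.46 (camera adjusted p = 0.00413), with 10 genes lower and 2 higher. The list shares genes with Figure 1F, such as Il23r, and no median without them is given, so it partly restates the figure. Genes that PMA and ionomycin induce were also lower in CNS, with a median log2 ratio of -1.57 over 39 genes. Il2 was at 28.5 ± 14.6 FPKM (SD, n = 2) in CNS and 5770 ± 575 FPKM (SD, n = 2) in dLN.

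**Figure D1:**
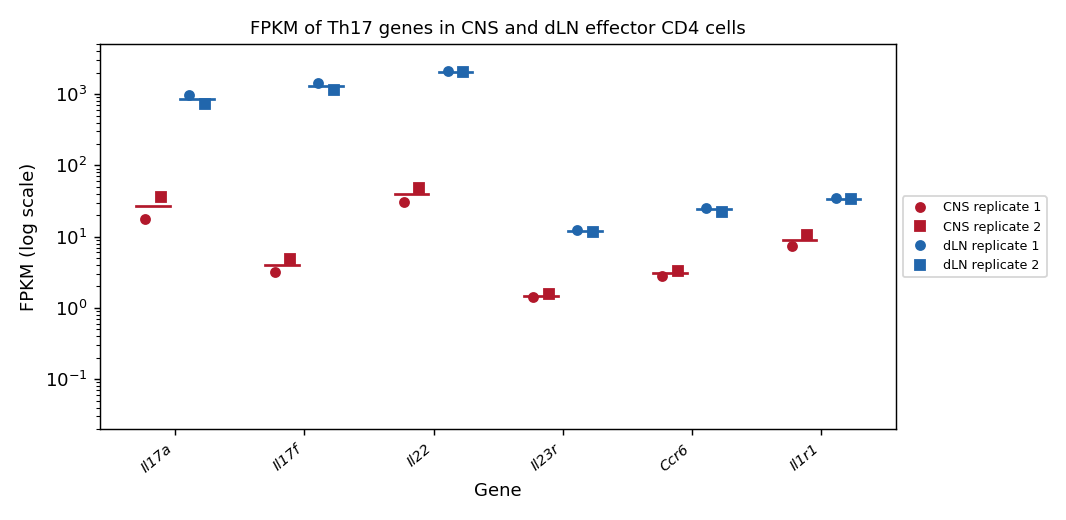
FPKM (log scale) of 6 genes in each CNS and dLN library, with circles for replicate 1, squares for replicate 2 and a line at the mean of the 2 libraries. The CNS libraries sit below the dLN libraries for every gene plotted, from 17.9 and 35.5 against 988 and 720 FPKM for Il17a to 7.43 and 10.5 against 35.4 and 33.3 FPKM for Il1r1.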

We sorted out the spinal cord-infiltrated CD4 cells, and compared them with effector CD4 from dLN at EAE onset and discovered that all of *Il17a*, *Ccr6*, and *Il23r* were downregulated in spinal cord-infiltrated CD4 cells, suggesting a terminal differentiated effector status. Interestingly, we found that CD4 cells in the spinal cord were cytotoxic by highly expressing Granzyme(s) and cognate serine protease inhibitor Serpin(s) along with IFNγ and GM-CSF (**Figure 1F**). Indeed, this finding matches with the human MS study that CD4 cells from human secondary progressive MS autopsy brain samples are cytotoxic by co-expression of Eomes and Granzyme-B (19).

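Gzma (Entrez gene 14938, chromosome 13, 113093827 to 113100981) was at 167 FPKM in CNS replicate 1 and 1.88 FPKM in dLN replicate 1. Over both replicates it was at 136 ± 44.9 FPKM (SD, n = 2) in CNS and 1.36 ± 0.726 FPKM (SD, n = 2) in dLN, a log2 ratio of 5.85 (standard error 0.31, limma adjusted p = 0.000139). Gzmb (Entrez gene 14939, chromosome 14, 56258858 to 56262260) was already high in dLN, at 164 FPKM against 278 FPKM in CNS in replicate 1. Its log2 ratio over both replicates was 1.02 (standard error 0.20, limma adjusted p = 0.00776). Gzmk was at 102 and 61.9 FPKM in the CNS libraries. In dLN it was listed at 0 in replicate 1 and at 0.149 FPKM in replicate 2, which is at most 3 fragments, so it was at least 318-fold higher in CNS. Gzmm was low in both tissues, at 2.98 ± 0.569 FPKM (SD, n = 2) in CNS and 0.546 ± 0.131 FPKM (SD, n = 2) in dLN. Gzmc did not differ (log2 ratio 0.56, limma adjusted p = 0.302). It was lower in CNS in replicate 1 (3.54 against 4.92 FPKM) and higher in replicate 2 (6.67 against 1.69 FPKM). Among the serpins, Serpinb6b (chromosome 13, 32965513 to 32979037) was at 73.8 FPKM in CNS and 35.2 FPKM in dLN in replicate 1, with a log2 ratio of 1.26 over both (standard error 0.17, limma adjusted p = 0.00193). Serpinb9 had a log2 ratio of 1.43 (standard error 0.17, limma adjusted p = 0.00127). Serpinb1a (chromosome 13, 32842092 to 32851185) depended on the replicate. It was at 65.9 FPKM in CNS and 8.73 FPKM in dLN in replicate 1, but at 3.45 and 0.209 FPKM in replicate 2. Its log2 ratio of 2.33 had a standard error of 1.60 (limma adjusted p = 0.236), although CNS was above dLN within each replicate number. Ifng (chromosome 10, 118441047 to 118445892) was at 469 FPKM in CNS and 324 FPKM in dLN in replicate 1, and at 693 and 138 FPKM in replicate 2. The log2 ratio was 1.43 (standard error 0.44, limma adjusted p = 0.0343), and the adjusted p ranged from 0.0191 to 0.0986 over the alternative fits that gave a p-value. Csf2 (chromosome 11, 54247270 to 54249899), which encodes GM-CSF, was expressed in both tissues without a difference beyond the replicate spread. It was at 88.1 ± 37.3 FPKM (SD, n = 2) in CNS and 92.1 ± 57.7 FPKM (SD, n = 2) in dLN (log2 ratio 0.03, limma adjusted p = 0.967). In replicate 1 it was lower in CNS (61.7 against 133 FPKM) and in replicate 2 higher (115 against 51.3 FPKM). From the expression of granzymes and their cognate serpins together with IFNγ and GM-CSF, the paper concludes that CD4 cells in the spinal cord were cytotoxic.

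**Figure D2:**
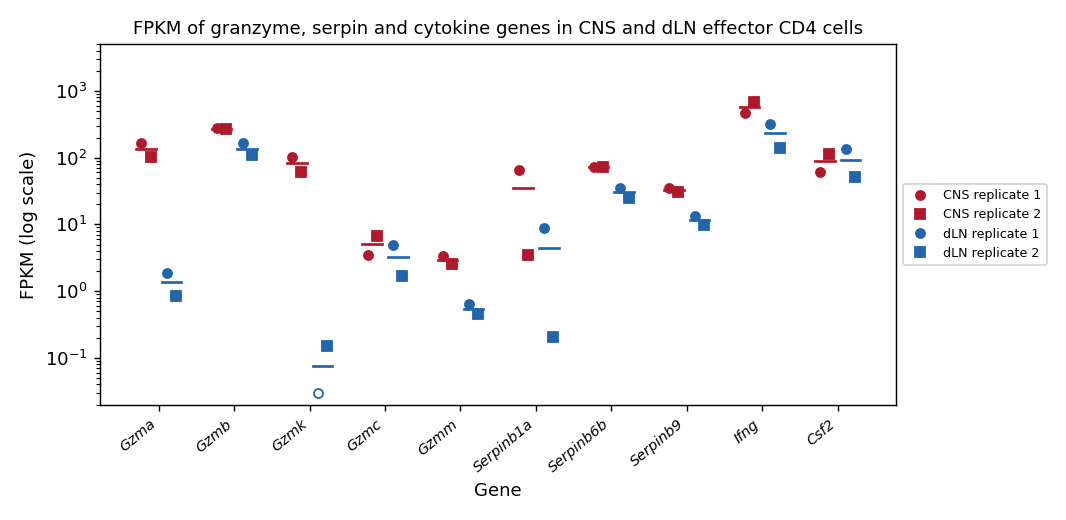
FPKM (log scale) of granzyme, serpin and cytokine genes in each library, with circles for replicate 1, squares for replicate 2, a line at the mean and an open circle at the lower edge for a value listed at 0. Gzma sits at 167 and 104 FPKM in CNS against 1.88 and 0.849 FPKM in dLN, whereas the Csf2 and Gzmc libraries of the tissues overlap and Serpinb1a is lower in replicate 2 of both tissues.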

To further confirm the existence of distinct subpopulation within CXCR6^+^CD4 cells in the periphery at EAE onset, cytometry by time of flight (CyTOF) was applied (20), which is a powerful discovery tool in identifying rare cell population and cluster. A CyTOF study of 22 markers for effector CD4 cells showed that all of IFNγ (IL-2 negative portion), GM-CSF, IL-17, IL-23R, CD107a, Granzyme-B, IL-1R1 and CCR6 and partial of T-bet and RORγt overlapped with CXCR6 expression, suggesting CXCR6 as a marker for pathogenic CD4 cells (**Figure 2A**). We then focused on CXCR6^+^CD44^+^CD4 cells, and finally confirmed that they contained a distinct CCR6 positive subpopulation, which was enriched with conventional Th17 molecules (IL-1R, IL-17, IL-23R, and RORγt), and also highly cytotoxic by expressing Perforin, CD107a and Granzyme-B (**Figure 2B**). We observed partial overlap among IFNγ, IL-17 and GM-CSF, which might suggest the co-existence of conventional Th17 and ex-Th17 cells. Interestingly, IFNγ staining did not match with T-bet well, deemed as Th1 transcriptional factor responsible for IFNγ expression. Similarly, IL-17 staining did not match with RORγt well. This discrepancy between cytokines and corresponding transcriptional factors might be due to that PMA and ionomycin stimulation will preferentially accumulate the cytokine, not the transcriptional factors, for detection. It also could be due to the complex roles of transcriptional factors involved in the CD4 cell plasticity in autoimmunity. Purified PBMC from the peripheral blood were subjected to CyTOF analysis in parallel and showed identical profile as dLN (data not shown).

**Figure 2:**
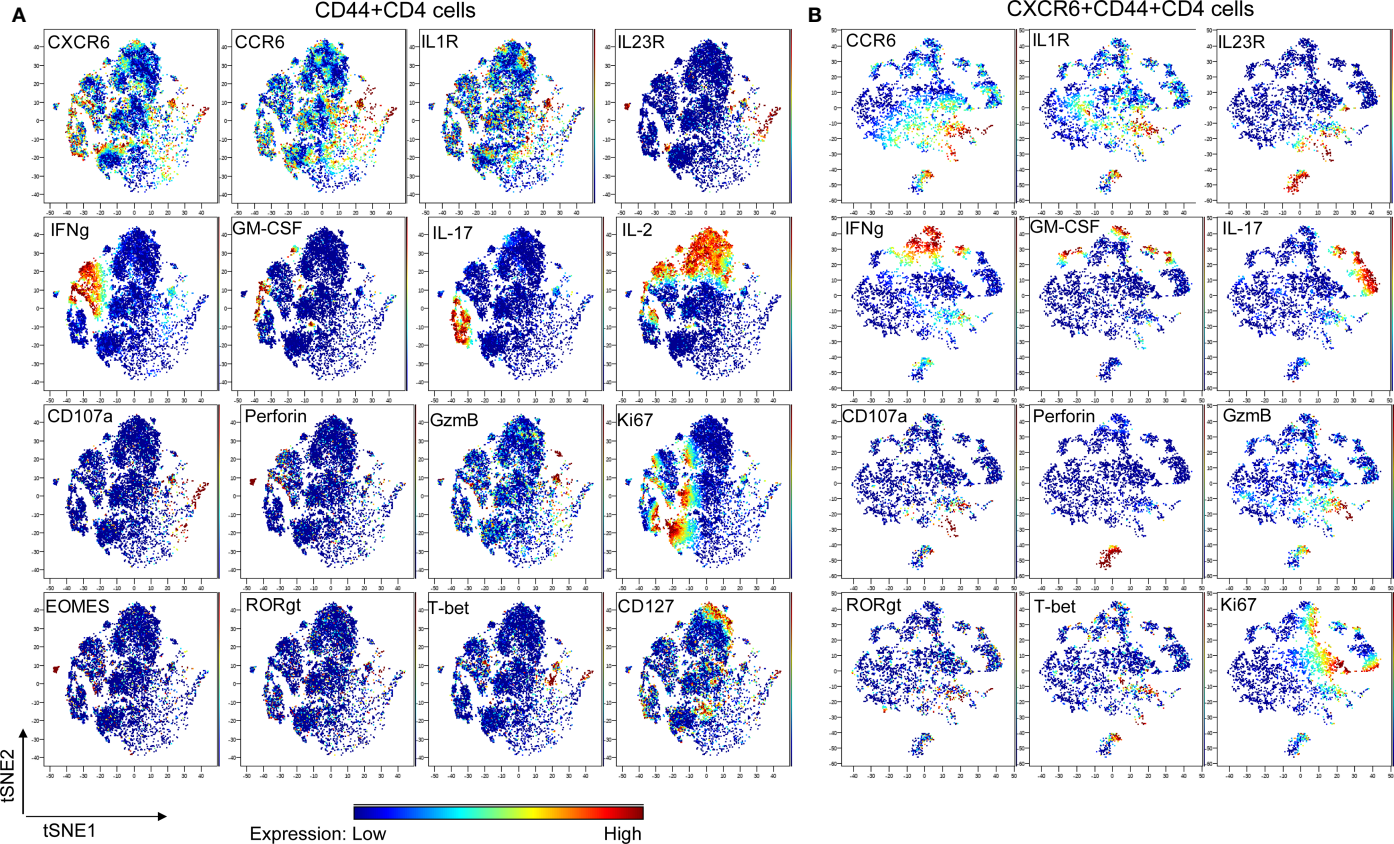
CyTOF study. *Wt* mice were induced to develop EAE and sacrificed at the disease onset (N = 9; dLN from every 3 mice were pooled and deemed as one biological sample). Lymphocytes were stimulated with PMA & Ionomycin for 4 h in the presence of Brefeldin A, then were stained with metal-conjugated mAbs and subjected to CyTOF analysis. CXCR6 mAb and CD107a mAb were added during the stimulation. Shown are viSNE plots of CyTOF of effector CD4 **(A)** and CXCR6^+^ effector CD4 **(B)** of one of 3 biological samples with the same pattern. The color indicates expression level of labeled marker.

## Discussion

Recently, we identified that chemokine receptor CXCR6 was preferentially expressed on pathogenic CD4 cells in EAE model (16), which i) secreted inflammatory cytokine IFNγ and GM-CSF, ii) contained cytotoxic granules, and iii) proliferated rapidly. In the current study, we further revealed that CXCR6^+^CD4 cells in EAE mice were heterogeneous, divided into two distinct subpopulations. One was CCR6 positive, enriched for cytotoxic signatures (Perforin, CD107a and GzmB) and conventional Th17 molecules (IL-17, IL-23R and RORγt); while the other was CCR6 negative, enriched solely for cytokine IFNγ and GM-CSF. Of note, although CCR6 has been established as a chemokine receptor of conventional Th17 cells, its role in EAE is still controversial since EAE disease varies from total absence (21, 22) to be delayed but more severe or totally normal (23, 24) in *ccr6*-deficient mice.

Regarding the EAE pathology, the current perception is that CD4 cells mainly interact with myeloid cells to indirectly induce the myelin sheath damage in EAE. It is unknown whether CD4 cells directly mediate the CNS damage and which molecule(s) mediate the process when that is the case. Although CD4 cell-derived GM-CSF is thought to be essential for EAE development, GM-CSF-deficient mice develop comparable EAE disease as wild type (*wt*) mice when regulatory T cells are depleted (25), suggesting that GM-CSF might function through peripheral priming step to mediate EAE. Indeed, the clinical trial of anti-GM-CSF antibody hasn’t been successful to date for MS. Thus, it is possible that EAE pathology is induced by GM-CSF-producing CD4 cells, rather than GM-CSF itself, and there might be other factors that are responsible for CD4 cell pathogenicity in EAE and human MS.

In this study, we discovered that CNS-infiltrated CD4 cells were highly cytotoxic by highly expressing various cytotoxic granzymes and cognate inhibitor Serpin(s). 

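Beyond the genes labelled in Figure 1F, Serpinb6a (Entrez gene 20719, chromosome 13, 33917918 to 33936083) was the only other granzyme or Serpinb gene with a mean of at least 1 FPKM in one tissue. It was at 40.9 ± 2.05 FPKM (SD, n = 2) in CNS and 4.46 ± 1.44 FPKM (SD, n = 2) in dLN, a log2 ratio of 2.96 (standard error 0.20, limma adjusted p = 0.000231). Serpinb6a and Serpinb6b are paralogs whose reads could be split between them. Prf1, which encodes Perforin, was at 5.93 ± 0.683 FPKM (SD, n = 2) in CNS and 1.04 ± 0.856 FPKM (SD, n = 2) in dLN (log2 ratio 1.83, limma adjusted p = 0.0045). Lamp1, which encodes CD107a, did not differ (log2 ratio 0.07, limma adjusted p = 0.568). A list of 16 tested genes of cytotoxic cells had a median log2 ratio of 2.29 (camera adjusted p = 0.00413). The median lay above that of each of 10000 random lists matched on expression. Of the 16 genes, 14 were higher and 2 lower in CNS. The list is not limited to granule proteins and also holds receptor genes such as Klrg1, Klrd1 and Klrk1. The list includes granzyme genes labelled in Figure 1F, and no median without them is given. The 4 tested Serpinb genes were all higher, but the list did not pass camera (adjusted p = 0.0788) and passed fry (adjusted p = 0.041). Of markers of CD8 T cells and NK cells, Cd8a was at 0.482 FPKM in CNS and Cd8b1 did not differ (log2 ratio 0.22, limma adjusted p = 0.181). Klrb1b and Klrb1c were higher in CNS, at 10.5 and 2.87 FPKM (log2 ratios 3.48 and 1.92). The NK receptor genes Klrd1 and Klrk1 were higher as well, at 42.5 and 9.31 FPKM in CNS (log2 ratios 4.67 and 2.86). Ncr1, Klra1, Klra7 and Klra8 each had a mean under 1 FPKM in CNS.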

Granzyme(s) possesses broad pathological functions, such as triggering apoptosis of target cells (26), degrading the extracellular matrix (27), activating the myeloid cells (28, 29), and inducing self-inflicted cell death (30, 31). The finding that CNS-infiltrated CD4 cells highly expressed all of Gzm-A, -B, -K and endogenous inhibitor Serpin(s) strongly suggests that the pathogenic CD4 cells may use the Granzyme(s) to directly mediate CNS damage or to induce activation-induced cell death to maintain the homeostasis.

Overall, in the current study, we identified two distinct subpopulations in CXCR6^+^CD4 cells in EAE: CCR6^+^ cells (enriched for conventional Th17 signature with unexpected cytotoxic signature) and CCR6^-^ cells (enriched for cytokine IFNγ and GM-CSF, an ex-Th17 signature). The discovery of these two subpopulations makes *in vivo* generated pathogenic CD4 cells amenable for direct investigation. Our study also highlights the existence of cytotoxic protease(s) of encephalitogenic CD4 cells, which might be the mediator to directly mediate the CNS damage in MS. The relationship between Th17 programming and acquisition of cytotoxicity is not understood; the co-existence of these two functionally distinct subpopulations is elusive and intriguing, which requires the further investigations.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO, GSE192878 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192878.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Boston Children’s Hospital.

## Author Contributions

Both authors, LH and KY, designed the research, did the experiment, analyzed the data and wrote the manuscript. All authors listed have made a substantial, direct, and intellectual contribution to the work and approved it for publication.

## Conflict of Interest

Author LH is a cofounder and shareholder of Edelweiss Immune Inc. Both authors declare that the research was conducted in the absence of any other commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

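RNA of effector CD4 cells sorted at EAE onset was measured in 4 libraries, 2 from the spinal cord (CNS) and 2 from draining lymph nodes (dLN), all from wild type mice. The authors trimmed and mapped the reads and deposited FPKM per RefSeq transcript of mouse build mm10, in 1 table per tissue with 33819 transcripts each. The program that computed FPKM is not named in the paper's text. The header of the CNS table holds the names of both libraries in a single cell, and its 2 value columns were assigned in the order of those names. The tables hold no other column of per-sample values.

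From the deposited FPKM, values were summed over transcripts of each gene symbol, which gave 23990 symbols. The 565 transcripts without a symbol, with 0.142% to 0.446% of the FPKM of a library, were left out. Transcript starts in the tables count from 0 and are given here counted from 1. Strand and gene type came from GENCODE M21. Genes with a mean FPKM of at least 1 in at least one tissue were tested (10634 genes), following the minimum of the paper's Methods. The test was limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3 on log2(FPKM + 1), with tissue as the only term and Benjamini-Hochberg adjustment at 0.05. The paper's statistics section names a t-test in general and does not say how RNA-seq genes were compared. Each of 20 gene lists, written before the data were examined, was tested with camera at a preset correlation and with fry, and its median log2 ratio was set against 10000 random lists matched on expression. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

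Depth was estimated from the steps of low FPKM values, at 18.3 M to 22.0 M fragments per library, and a gene at or under 3 fragments in both libraries of a tissue was given a lower bound in place of a fold. The depth estimate was tested on simulated data (largest error 0.794%). On simulated log2 values of 10634 genes, limma recovered 168 of 200 changed genes with 11 calls on unchanged genes, and camera called 0 of 20 unchanged lists. The simulated genes varied independently and few of them changed, whereas most tested genes were called in the data. The simulation therefore gives no error rate for limma or camera under those conditions. Of 100 random lists of 15 genes, 1 fell outside the middle 95% of its matched lists.

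The genes named are those of the paper's text and Figure 1F, other granzyme and Serpinb genes with a mean FPKM of at least 1, the 10 largest changes in each direction among genes with a mean of at least 10 FPKM and no overlap between tissues, and members of the gene lists. Some of these genes are not reported here. The rule, the tests of genes and lists and the alternatives were fixed before the data were examined, apart from corrections for GC content and transcript length. Most tests of explanations were chosen later. Of the 37 genes the paper names, 32 had an adjusted p under 0.05 over all genes tested, and 32 adjusted over the list alone. Alternatives covered the pseudocount, 3 other scalings, the highest transcript in place of the sum, 3 filters, a replicate block, eBayes without trend, a minimum fold and leaving out each library. With 2 libraries per tissue, tissue, table and the sex-linked transcripts of the mice follow the same split. Values of Figure 1F were read from the picture, with most points located automatically and the others from an enlargement, after the deposited values had been seen.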

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

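The tests of stimulation, of CD8 T cells or NK cells and of myeloid or neural cells on their marker lists were set before the data were examined, with Figure 1F already seen. The other tests here were chosen only after the result was seen. Each result was flagged as a signal in lists or transcripts that the paper does not analyse as such, although some list members are shown in Figure 1F.

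Genes induced by stimulation were lower in CNS, with a median log2 ratio of -1.57 over 39 genes, below each of 10000 random lists. Genes of resting T cells were higher, with a median of 1.52 over 19 genes. Without the genes shown in Figure 1F, the medians were -1.16 over 35 genes and 1.52 over 17 genes. Both directions are what weaker or absent PMA and ionomycin stimulation of the CNS cells would give. The sample labels describe freshly sorted cells and name no stimulation for either tissue, so they conflict with the Methods but do not single out the CNS cells. The lists do not move as one, since 10 induced genes were higher in CNS, among them Cd69 (516 and 510 FPKM in CNS, 189 and 221 FPKM in dLN). Of 7 immediate-early genes tested with the heat-shock genes below, 6 were higher as well, such as Junb (log2 ratio 2.38). Other immediate-early genes were lower, among them Egr2 (-4.19), Myc (-3.95), Nr4a3 (-3.67) and Nr4a1 (-1.16). A different response of CNS cells to the same stimulation remains open and was not tested, since tissue and handling follow the same split. This limits what the lower Il17a, Il2 or Il22 in CNS says about cell state.

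Y-linked transcripts were read in the CNS libraries alone. Ddx3y had a mean of 11.9 FPKM, Eif2s3y 39.7 FPKM, Kdm5d 3.48 FPKM and Uty 4.52 FPKM in CNS, and all 4 were listed at 0 in both dLN libraries. Xist had a mean of 24.5 FPKM in dLN. Male mice for CNS and female mice for dLN would give this. The 4 X-linked genes tested that escape inactivation had a median log2 ratio of -1.35, at percentile 1.05 of 10000 random lists of X-linked genes. Ddx3x (-1.60), Kdm5c (-1.35) and Eif2s3x (-1.34) fell by more than the 2-fold that 1 added active copy would give, and Kdm6a (-0.59) by less. Their median therefore goes in the direction of sex but does not measure sex alone. Of the tested genes on X and Y, 73.9% were called, against 74.9% of all genes, but sex and tissue cannot be told apart for any autosomal gene because the split of the libraries is the same.

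Microglia and macrophage markers were higher in CNS, with a median log2 ratio of 2.38 over 14 genes (camera adjusted p = 0.0142, fry adjusted p = 0.0606), of which 6 reach 1 FPKM in dLN. With genes at the floor set to their bound the median was 4.12. S100a8, singled out after its values were seen, was at 101 FPKM in CNS replicate 2 and listed at 0 in the other 3 libraries. Myeloid or neural cells among the sorted CNS cells may be the source. Over 24 myeloid and neural markers under 1 FPKM in dLN, the median difference between CNS replicate 2 and replicate 1 was 1.75 on the log2 scale, and 23 were higher in replicate 2. Such cells as the whole source of the 2230 genes at least 2-fold higher in CNS are argued against, since 3.63% of these rose between the CNS libraries by at least 0.5 times that difference. That test covers only cells that differ between the 2 CNS libraries. Such cells present equally in both are argued against as the source of the T-cell genes among these, and so of the whole, since they would dilute T-cell transcripts while the T-cell list had a median log2 ratio of 1.10 (9 of 13 genes higher, 7 of them called and at least 2-fold). For the other raised genes they stay open. Taking each gene at its lower CNS library, 75.8% of those rose over the dLN mean by more FPKM than the highest of the 24 markers, but 8.86% by more than the highest of all 33 markers tested, so the outcome depends on the markers chosen.

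Interferon response genes had a median log2 ratio of 3.25 in CNS over 13 genes, with all 13 higher. Their median difference between CNS replicate 2 and replicate 1 was 0.21, which argues against the cells that differ between the CNS libraries as the whole source. An interferon response of T cells in the inflamed CNS stays open as a hypothesis.

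Heat-shock and immediate-early genes had a median log2 ratio of 1.38, the 8 heat-shock members one of 1.06 and the 7 immediate-early members one of 2.38, with 6 higher in CNS. Stimulation also induces immediate-early genes, but whether they stay raised after 4 h was not tested. Other immediate-early genes, such as Egr2 (log2 ratio -4.19) and Nr4a3 (-3.67), were lower in CNS. The rise therefore does not decide for or against weaker stimulation. The median was 2.07 for the whole list without CNS replicate 1 and 0.77 without CNS replicate 2. Handling of the spinal cord during dissociation and a difference between the tissues cannot be told apart, since each CNS library and no dLN library went through it.

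Lists of regulatory and follicular helper T-cell genes were lower in CNS, with medians of -1.29 over 11 genes and -1.22 over 9 genes. No technical explanation specific to these lists was tested, and the differences in stimulation and sex above apply to them.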

How the results depend on the processing

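The count of genes with an adjusted p under 0.05 was 7968 and lay between 7675 and 8477 across the alternative fits. Requiring a log2 ratio of at least 1 in size lowered it to 4168, because fewer genes pass a second criterion. The share of calls that were higher in CNS was 50.4%, and 43.2% with the same sum per library and 55.6% with the same upper quartile. These scalings shifted the median log2 ratio by -0.19 and 0.12. Without any filter 16782 genes were tested. The corrections for GC content (7880 genes called of 10114 with a value) and transcript length (7955 genes) were chosen after seeing the data.

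The labels number the libraries 1 and 2 in both tissues. The replicate differences in CNS and dLN had a correlation of 0.0933 across genes, the paper describes no pairing, and the numbers were not taken to pair the samples. With the replicate number as a block, 7828 genes were called, 3960 higher and 3868 lower, and 33 of the 37 genes the paper names in place of 32. The block changed 1 call among the 51 genes named, that of Serpinb1a (log2 ratio 2.33), and 1 among the lists, that of the Serpinb list (median 1.88).

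Of the 51 named genes under the other settings, 603 of 612 comparisons kept their direction and their side of the threshold. Csf2 reversed to -0.17 with the same sum per library and to -0.26 with the transcript-length correction. Il12rb1 reversed to -0.0082 with the same sum and to -0.0855 with the GC-content correction, and Lamp1 to -0.13 with the same sum. None of these genes was called in any fit. The reversals with the same sum are of the size of the shift of -0.19 that this scaling gave the median log2 ratio. The cause of the other reversals was not tested. Ifng was no longer called with quantile normalization, without a filter or with values below 1 set to 1.

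Leaving out 1 library leaves 1 in an arm, so only values are given. Across the 4 fits that each left out one library, the log2 ratio ranged from -0.0042 to 1.13 for Gzmc, from -0.65 to 0.70 for Csf2, from -0.043 to 0.41 for Il12rb1, from -0.027 to 0.16 for Lamp1 and from 0.38 to 4.29 for Serpinb1a. For Ifng it ranged from 0.81 to 2.04. The Serpinb list had medians from 1.12 to 2.44, the Th2 list from -2.26 to -1.78 and the regulatory T-cell list from -1.47 to -1.13. The chemokine receptor list ranged from 0.48 to 1.10, the microglia and macrophage list from 1.49 to 2.78, the neuron and astrocyte list from 0.98 to 2.16 and the neutrophil list from 0.055 to 2.32.

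Among 20 lists, 11 passed camera and 10 of those also fry. The list of cell-cycle genes, which did not pass, reversed to -0.0293 with the same sum per library and to -0.0418 with quantile normalization, and ranged from -0.23 to 0.58 across the 4 fits that each left out one library. The neuron and astrocyte list passed camera with a pseudocount of 0.1 and with the same sum.

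The replicate correlation moved from 0.976 to 0.973 in CNS and from 0.986 to 0.975 in dLN when taken over 6410 genes with a mean of at least 10 FPKM in one tissue, which is a narrower range of values by construction. Depth limits the genes at or under 3 fragments in a tissue, such as Gzmk in dLN and Il4 in CNS, to bounds.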

Differences from the paper's values

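Values of Figure 1F were measured in the picture after the deposited values had been seen, with most points located automatically and the overlapping or open ones from an enlargement. For Il2 the paper's point lies at about 890 FPKM in dLN and about 3.0 FPKM in CNS, and the deposited values have means of 5770 and 28.5 FPKM. For Il22 it lies at about 700 FPKM in dLN and about 9.9 FPKM in CNS, against 2075 and 39.7 FPKM here. In replicate 1, Il2 is listed at 6.03 and 6.07 times its plotted values and Il22 at 3.03 and 3.08 times. The point labelled Il12rb1 lies at about 2.0 FPKM in dLN (Figure 1F), against a mean of 31.4 FPKM. Il12rb2 is listed at 1.95 FPKM in dLN replicate 1 and 39.2 FPKM in CNS replicate 1. The point labelled Serpinb6b lies at about 110 FPKM in CNS, against 72.9 FPKM, and Serpina3g is listed at 113 FPKM in CNS replicate 1 and 27.2 FPKM in dLN replicate 1. None of the alternatives set before the data were examined closed the gaps of Il2, Il22 and Il12rb1. For Serpinb6b in CNS the value fell within 1.5 times the paper's with the same sum per library (124 FPKM), the same upper quartile (76.5 FPKM), quantile normalization (75.9 FPKM) and without CNS replicate 2 (73.8 FPKM), and not with the others. The main value of 72.9 FPKM lay just outside that limit, so the last 3 of these settings crossed it without coming near 110 FPKM. In dLN the point lies at about 27 FPKM, nearer to Serpina3g than to Serpinb6b, which is listed at 35.2 FPKM in dLN replicate 1.

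The paper's points lie at about 1.0 FPKM for Il4 in CNS and for Gzmk and Gzmm in dLN (Figure 1F), against means of 0.113, 0.0745 and 0.546 FPKM. With values below 1 set to 1, as an alternative set before the data were examined, all 3 were at 1 FPKM. Gzmm in dLN was also at 1.06 FPKM with the same sum per library and at 0.811 FPKM with quantile normalization. The remaining alternatives did not close these gaps. Rescaling to the same sum multiplied each library by 1.66 to 1.95, and 40 of the 51 figure values that had not differed from the paper's then did, so the 2 gaps it closed follow from the scaling.

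The paper names IFNγ and GM-CSF beside the granzymes and serpins that CNS CD4 cells highly expressed. Its Csf2 point lies at about 61 FPKM in CNS and 130 FPKM in dLN (Figure 1F), near replicate 1. The deposited values therefore do not conflict with the figure, which itself shows Csf2 lower in CNS. Csf2 had a mean of 88.1 FPKM in CNS and 92.1 FPKM in dLN. It was lower in CNS than in dLN in replicate 1 and higher in replicate 2 (115 against 51.3 FPKM). Serpinb1a, which the paper shows higher in CNS, was not called (limma adjusted p = 0.236), although CNS was above dLN within each replicate number.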

Other observations

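The tests on Serpinb1a, GC content and transcript length were chosen only after the result was seen.

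Serpinb1a was lower in replicate 2 than in replicate 1 of both tissues, by -3.91 on the log2 scale in CNS and -3.01 in dLN. It was one of 4 genes among 10634 that differed by at least 1 the same way in both tissues, beside Eif3j1, Mir6236 and Snora78, named after their values were seen. Reads assigned to the paralogs Serpinb1b and Serpinb1c are argued against, since their summed FPKM changed by -0.297 while Serpinb1a lost 71.0 FPKM. Other cells diluting the T cells of CNS replicate 2 are argued against as well, since the T-cell list differed by 0.000334 between the CNS replicates. A candidate explanation is a mislabelled sample, with replicate 2 from mice of another genotype. Of 76 tested genes within 10 Mb of Serpinb1a, 61.8% differed in one direction in both tissues, against 54.1% of all genes, and 0 differed by at least 0.5. This cannot be told apart from a difference between animals, since an engineered allele on the same strain could leave its neighbours unchanged.

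CD8 T cells or NK cells may contribute to the granzyme genes of the CNS libraries. Of the 4 markers set before the data were examined, 3 were under 1 FPKM or not higher in CNS. Klrb1c, at 2.87 FPKM in CNS, was higher (log2 ratio 1.92) and keeps NK cells open, although it reached 2.11% of the Gzma level. Klrb1b, a further member of the marker list, was also higher, at 10.5 FPKM in CNS (log2 ratio 3.48, limma adjusted p = 9.22e-05). The NK-cell markers Ncr1 (0 and 0.581 FPKM), Klra1 (0 in both), Klra7 (0 and 1.06 FPKM) and Klra8 (0.0997 and 0.570 FPKM) were low in the CNS libraries. The NK receptor genes Klrd1 and Klrk1 went the other way, with means of 42.5 and 9.31 FPKM in CNS against 0.703 and 0.438 FPKM in dLN. CD8 T cells as the source of the difference are argued against, since Cd8a was at 0.482 FPKM in CNS, which is 0.0933% of Cd4, and Cd8b1 was not called higher (3.66 and 4.56 FPKM in CNS, 3.38 FPKM in each dLN library). This CD8 test was written after the values were seen.

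GC content as the whole cause of the 7968 calls is argued against, since 7880 genes were called after its correction and 7334 of the 7563 called genes with a GC value stayed called. Transcript length is argued against likewise, since 7955 genes were called after its correction, among them 7531 of the 7968.

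Eomes was at 2.52 ± 0.0141 FPKM (SD, n = 2) in CNS and 0.182 ± 0.00227 FPKM (SD, n = 2) in dLN, a log2 ratio of 1.58 (limma adjusted p = 0.000453). Tbx21 had a log2 ratio of 0.65 (limma adjusted p = 0.00429). Il4 was at 266 and 273 FPKM in dLN and at most 0.225 FPKM in CNS, at least 783-fold lower in CNS.

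The Th2 list had a median log2 ratio of -2.02 over 7 genes. The T-cell list had a median of 1.10 and the housekeeping list one of 0.38, and both passed fry but not camera (adjusted p = 0.0778 and 0.12). The same held for the oligodendrocyte list (median 2.05) and the CD8 and NK list (median 1.92). The neutrophil list (1.44), the neuron and astrocyte list (1.64), the chemokine receptor list (0.76) and the cell-cycle list (0.16) passed neither. The list of 4 Y-linked genes had a median of 3.07.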
